A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

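Tail DNA of 8 mice of 1 family (1 sire, 1 dam and 6 offspring) was compared with the DNA of 1 reference male by array CGH on a custom Agilent array, with 2 dye-swap arrays per animal and 16 arrays on 4 slides. Per the file headers, each array was scanned and extracted on its own with Agilent Feature Extraction 10.7.1.1, and nothing was pooled. The deposited processed signals are intensities from which this software had subtracted background and spatial trends and to which it had applied a linear dye normalization. The deposited log ratio is the log10 of the red (Cy5) over the green (Cy3) processed signal. The deposited value table of the series holds log2 ratios of the same arrays, turned so that the reference is the numerator. This scale and direction were settled by setting each column against the scanner values of its array, and 99.98% of spots lay within 0.01 of the log2 ratio of the processed signals. The deposited median signals and background medians are intensities without correction and were used for normexp only.

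From these values, the log2 ratio of the animal over the reference was computed from the processed signals of each array, with the sign taken from the dyes in the labels. It was centred on the median of the autosomal probes of that array, with no loess or quantile step, because many probes of such an array can truly shift. Of 180873 spots per array, 174310 were not control spots. Spots with an outlier flag were set to missing, saturated spots would have been kept, and the spots of 1 probe were averaged, which affected 1021 probes. The probes were 45 to 60 nt long and were placed on the build mm9 (NCBI37). The reference genome at hand was of another build, so no gene names, sequences or GC contents were attached, and no coordinates were converted.

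A probe was called positive beyond 0.5 in both arrays with the same sign and with at least 1 other such probe within 3 probes. This follows the rule of the second screening of the study without its condition on the first screening, whose data were not analysed here. Positive probes at most 3 probes apart formed a region of at least 2 probes. De novo regions were formed in the same way from the positive probes of an offspring that had no probe within 3 probes positive in the same direction in either parent, and private regions from those with none in any of the other 7 animals. Probes were thus excluded one by one, and a remaining part of a longer shared region could count. The same rule with the sign of 1 array turned counted probes that moved apart between the dyes. It had been planned as a background, but it mostly measured dye bias. The precision of an array was measured by the derivative log ratio spread and by the share of spots well above background. Loss and gain regions were compared across the 6 offspring by an exact two-sided sign-flip permutation test, and private regions between offspring and parents by an exact two-sided permutation test. Probes were compared between the offspring and the mean of the parents with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on the mean of the 2 arrays of each animal, 3 groups with the spread from the offspring alone, Benjamini-Hochberg adjustment at 0.05). Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

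The groups, tests, definitions, most alternatives and the rule for named regions were fixed before the data were examined. The rule named the largest de novo loss and gain region of each offspring (most positive probes, ties by the mean log2 ratio), the 5 de novo loss regions with most positive probes, and the largest regions called in all 8 animals, of which there were none. The extent of the chromosome 9 stretch of 20mGyA1, from probe clusters with gaps of at most 5000 bp, was chosen after its values were seen and replaced an earlier rule based on a running mean. The joining of parental regions less than 10000 bp apart into stretches was also chosen after the regions were seen.

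The calling of regions was tested on simulated data with 200 losses of -1 placed among 170155 probes of 1 offspring. Of these losses 93.5% were recovered (86.3% of those with 2 or 3 probes) with 0 false loss regions, but only 32% of 50 gains were recovered, so gains were counted with less power. Of 50 inherited losses, 6% were called de novo. The simulated noise was independent between probes, with no difference between DNA samples at a locus and no smaller ratios on bright probes. Some stretches of loss here were shallower than -1, at -0.41 on chromosome 9 in 20mGyA1 and -0.62 on chromosome 11 in the sire. The loss of the dam on chromosome 3 was deeper, at -1.73. These simulated rates therefore do not carry over directly to the arrays. The limma comparison was tested on 170155 probes with 200 changed in all 6 offspring and in neither parent. Of these, 99% were recovered at a shift of 2 and 92% at a shift of 1, with 8 false calls. Changes in 1 offspring alone were not simulated for limma.

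The alternatives concerned the threshold, the deposited log ratios, normexp with an offset of 50, the centring, flagged spots, dim probes, the dye-swap rule, the neighbour rule, the region size, the parents compared, each offspring left out in turn and, for limma, the slide or the animal as a random block. A fit of the log2 ratio on the GC content of the probes was not run, because no sequence of the build mm9 was used here. Removal of the dye bias of each probe, removal of the trend with reference signal and probe length, and the exclusion of whole regions in place of single probes were added after the data were seen. A value without a test was treated as moved when it changed by more than its spread, which for the sex-linked difference was the SD between the 2 arrays of a parent. That spread was chosen after the alternatives had been seen and is wider than the one used first.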

Results

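Array comparative genomic hybridization (array CGH), in which the DNA of an animal and the DNA of a reference animal are labelled with different dyes and compete for the same probes, was analysed in 1 family of C57BL/6J mice. The family consisted of 1 sire (20mGyAM), 1 dam (20mGyAF) and 6 F1 offspring (20mGyA1 to 20mGyA6). DNA came from the tail, and the reference DNA came from 1 male mouse. Each of the 8 animals was hybridized on 2 arrays with the dyes exchanged, which gave 16 arrays on 4 slides. The 2 arrays of an animal used the same DNA and were counted as 1 replicate. The sire and the dam lay on slide 1, 20mGyA1 and 20mGyA2 on slide 2, 20mGyA3 and 20mGyA4 on slide 3, and 20mGyA5 and 20mGyA6 on slide 4. The series is titled for male mice exposed to gamma-rays at 20 mGy per day for 400 days, while its design text calls the sire non-irradiated, so the labels do not settle the exposure of this sire. The study places offspring of this family in its irradiated group. No unexposed family was analysed here. The comparisons therefore concern which copy number changes the offspring shared with a parent and which they did not.

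The array was that of the second screening, whose 170206 probes (170155 autosomal, 48 X-linked and 3 Y-linked) had a median spacing of 101 bp and lay around positions that had been positive in a first screening. Coordinates are those of the mouse build mm9 given with the probes. No gene annotation of that build was used here, so regions are given by position only. Between 95.8% and 99.2% of the spots of an array were well above background, 0.053% to 0.21% carried an outlier flag, and no spot was saturated. The derivative log ratio spread, the SD of the differences between neighbouring probes divided by the square root of 2, was 0.21 ± 0.035 (SD, n = 16 arrays) and ranged from 0.18 to 0.30. Its mean was 0.22 on slide 1, 0.25 on slide 2, 0.19 on slide 3 and 0.19 on slide 4. The noisiest array was that of 20mGyA2 in Cy5. With 2 arrays per animal, the number of arrays limits the precision of every value below.

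The sex-linked probes served to check the direction of the ratios and the labels of the parents. The median log2 ratio of the X-linked probes was -0.01 in the sire and 0.88 in the dam (0.94 with the animal in Cy3 and 0.81 in Cy5). The dam exceeded the sire by 0.88, which was larger than the difference between the 2 arrays of either animal. The X-linked value of 20mGyA1 was -0.01, that of 20mGyA2 was -0.02, that of 20mGyA3 was 0.00 and that of 20mGyA4 was -0.01. It was 0.74 in 20mGyA5 and 0.75 in 20mGyA6. The Y-linked probes gave 0.07 in the sire and -2.23 in the dam. They gave -1.28 in 20mGyA5 and -1.42 in 20mGyA6, and between -0.19 and 0.03 in the other offspring. The labels give no sex for the offspring, and the offspring were not grouped by these values. Normexp background correction moved the difference between the dam and the sire most, to 0.63.

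**Figure D1:**
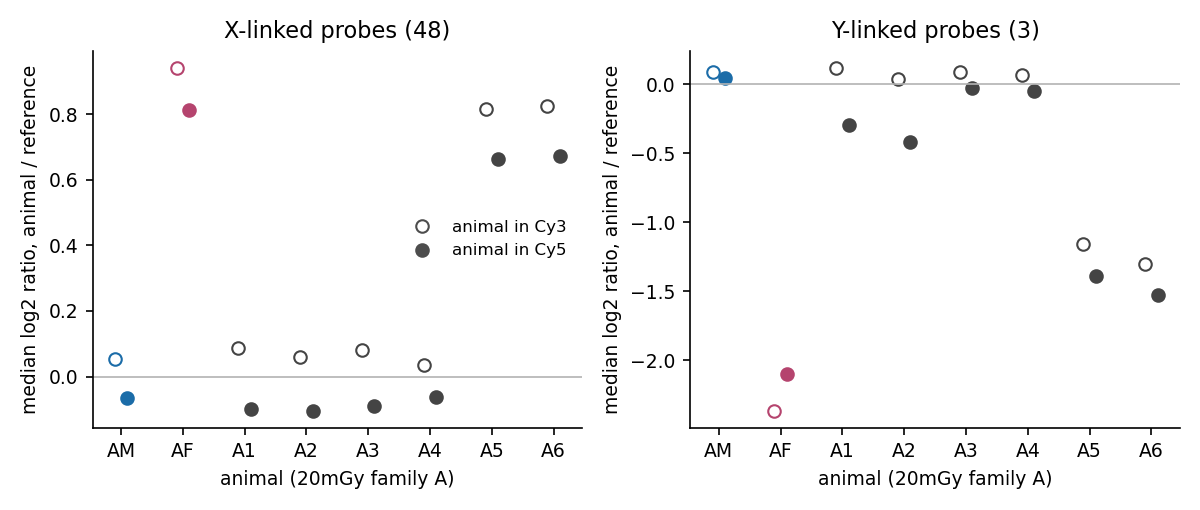
Median log2 ratio (animal over reference) of the X-linked probes (left) and the Y-linked probes (right) in each animal, with open circles for the array with the animal in Cy3 and filled circles for the array with the animal in Cy5. The dam, 20mGyA5 and 20mGyA6 lie above 0.6 on the left and below -1.1 on the right, and the other animals lie near 0 on the left.

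To count aberrant probes, a probe was called positive when its log2 ratio lay beyond 0.5 with the same sign in both dye-swap arrays and at least 1 other such probe lay within 3 probes. Loss-positive autosomal probes numbered 134 in the sire, 44 in the dam, 14 in 20mGyA1, 767 in 20mGyA2, 30 in 20mGyA3, 51 in 20mGyA4, 73 in 20mGyA5 and 72 in 20mGyA6. Gain-positive probes numbered 36 in the sire, 2 in the dam and 26 to 31 in each offspring. The same rule after the sign of 1 array was turned, which counts probes that moved apart between the dyes, gave 52 to 332 probes per animal. These were nearly all of 1 kind, with 48 to 327 probes per animal high in the Cy3 array and low in the Cy5 array and 3 to 6 the other way round. This count thus followed the dye and was not a noise level for calls made in both arrays. The 2 arrays of an animal correlated negatively across autosomal probes in all 8 animals (Pearson's r from -0.64 to -0.30), where probes are not independent replicates. The mean number of positive probes per animal moved most, to 2768, when only the arrays with the animal in Cy5 were used.

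To separate changes that arose in the offspring from inherited ones, de novo regions were formed from the positive probes of an offspring that had no probe within 3 probes positive in the same direction in the sire or the dam. The 6 offspring had 261 de novo loss regions and 1 de novo gain region. There were 5 loss regions in 20mGyA1, 254 in 20mGyA2, 0 in 20mGyA3, 0 in 20mGyA4, 1 in 20mGyA5 and 1 in 20mGyA6. The gain region was in 20mGyA4. Thus 97.3% of the de novo loss regions came from 1 offspring, and without 20mGyA2 the total was 7. Loss regions outnumbered gain regions in 4 of the 6 offspring, but an exact two-sided sign-flip permutation test over the 6 offspring gave p = 0.25, where the smallest p that these counts allow over the 64 arrangements is 0.0625, because 20mGyA3 had no region of either kind, so the test could not pass 0.05. The total of loss regions moved most, to 5791, when only the arrays with the animal in Cy5 were used, and fell to 25 when a region needed at least 5 positive probes.

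**Figure D2:**
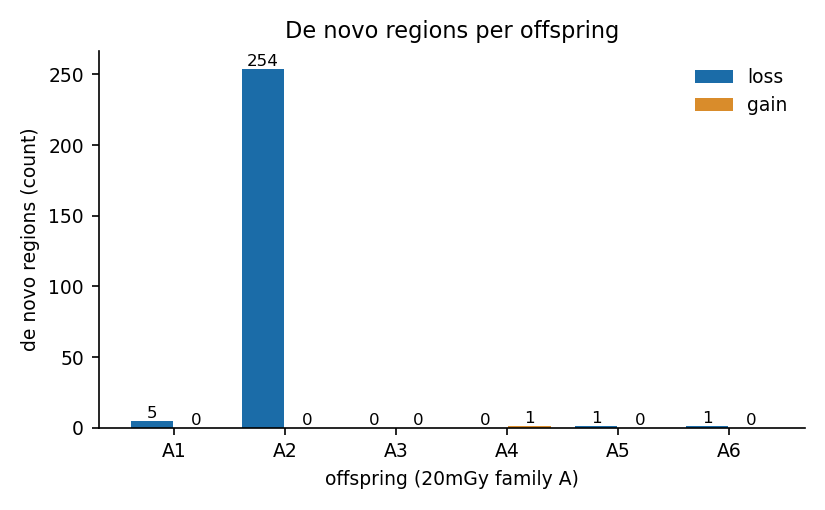
Number of de novo loss and gain regions in each of the 6 offspring, from both dye-swap arrays of each animal. The bar of 20mGyA2 stands at 254 loss regions, and no other offspring has more than 5.

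Of the 254 de novo loss regions of 20mGyA2, 137 had 2 positive probes, 117 had 3 or more and 25 had 5 or more. They lay on 19 autosomes. Their median length was 216 bp and their mean log2 ratio was -0.93 ± 0.26 (SD over 254 regions of 1 animal). The region with most positive probes over all offspring was on chromosome 12 from 90231072 to 90231923, with 9 positive among 11 probes. Its mean log2 ratio in 20mGyA2 was -0.85 ± 0.25 (SD over 11 probes), with -0.70 and -0.99 in the 2 arrays. Of 10000 random windows of as many successive probes in the same animal 0 were as low, which describes the region but does not test it, since it was picked for its positive probes. The parents lay at 0.08 (sire) and -0.05 (dam) in this region. The siblings were not all at 0 there, with 0.15 in 20mGyA1, -0.37 in 20mGyA3, 0.30 in 20mGyA4, -0.29 in 20mGyA5 and -0.17 in 20mGyA6. The mean log2 ratio of 20mGyA2 in this region was -0.49 after normexp background correction. The next 4 regions, with 7 positive probes each, lay on chromosome 8 from 46490320 to 46491419 (-1.17 ± 0.82), on chromosome 10 from 123804931 to 123805416 (-1.05 ± 0.19), on chromosome 12 from 50556903 to 50557514 (-0.996 ± 0.20) and on chromosome 4 from 52563487 to 52564208 (-0.95 ± 0.45), with SDs over the probes of the region. In each of these 4, 20mGyA3, 20mGyA5 and 20mGyA6 were below 0 and 20mGyA1 and 20mGyA4 were above 0. The number of de novo loss regions of 20mGyA2 was 120 with only probes well above background, 82 at a threshold of 0.8 and 40 after normexp correction, and in each case it was the highest of the 6 offspring.

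**Figure D3:**
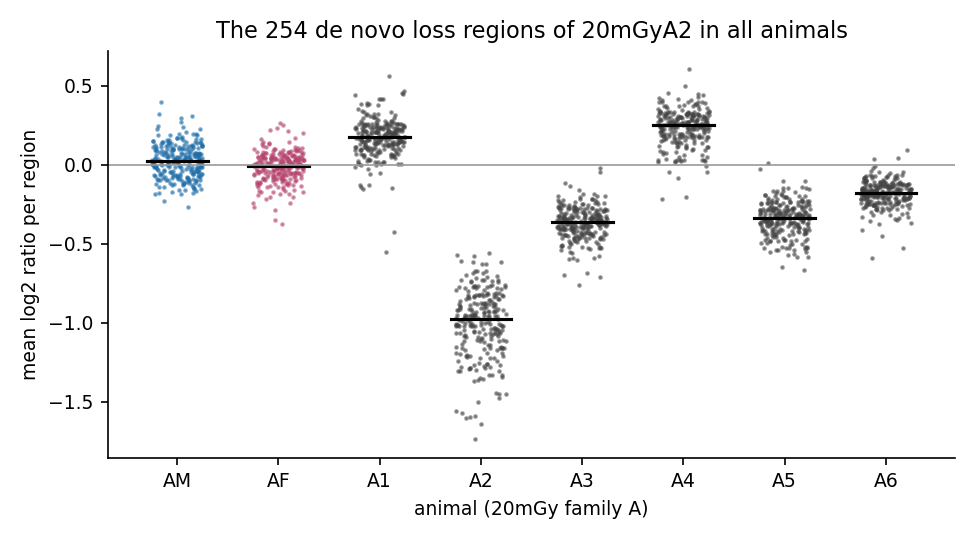
Mean log2 ratio of each of the 254 de novo loss regions of 20mGyA2 in all 8 animals, with 1 point per region and a horizontal line at the median of the regions. 20mGyA2 was selected to be low here, the parents lie around 0, nearly all regions of 20mGyA3, 20mGyA5 and 20mGyA6 lie below 0, and most of those of 20mGyA1 and 20mGyA4 lie above 0.

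All 5 de novo loss regions of 20mGyA1 lay on chromosome 9 between 113989204 and 114019556, a stretch of 30353 bp with 67 probes of which 14 were positive. Over these 67 probes the mean log2 ratio of 20mGyA1 was -0.41 ± 0.32 (SD over probes), with -0.48 and -0.34 in the 2 arrays, and the other 7 animals lay between -0.01 and 0.07. The region with most positive probes ran from 113996360 to 113996771, with 4 positive among 5 probes and a mean of -0.66 ± 0.28. The 25 probes before the stretch averaged -0.01. The remaining 10 probes of the same probe cluster averaged -0.33. The next cluster of 13 probes, from 114120814 to 114123486, averaged -0.22 against -0.02 to 0.00 in the other animals, with no positive probe, and the cluster from 114246304 averaged -0.11 against -0.09 to 0.03. The outer limits of the stretch and the clusters beside it were chosen after their values were seen. The array had no probes between these clusters, so the end of the loss was not resolved. Counted to the end of the cluster at -0.22, the span was 134283 bp.

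**Figure D4:**
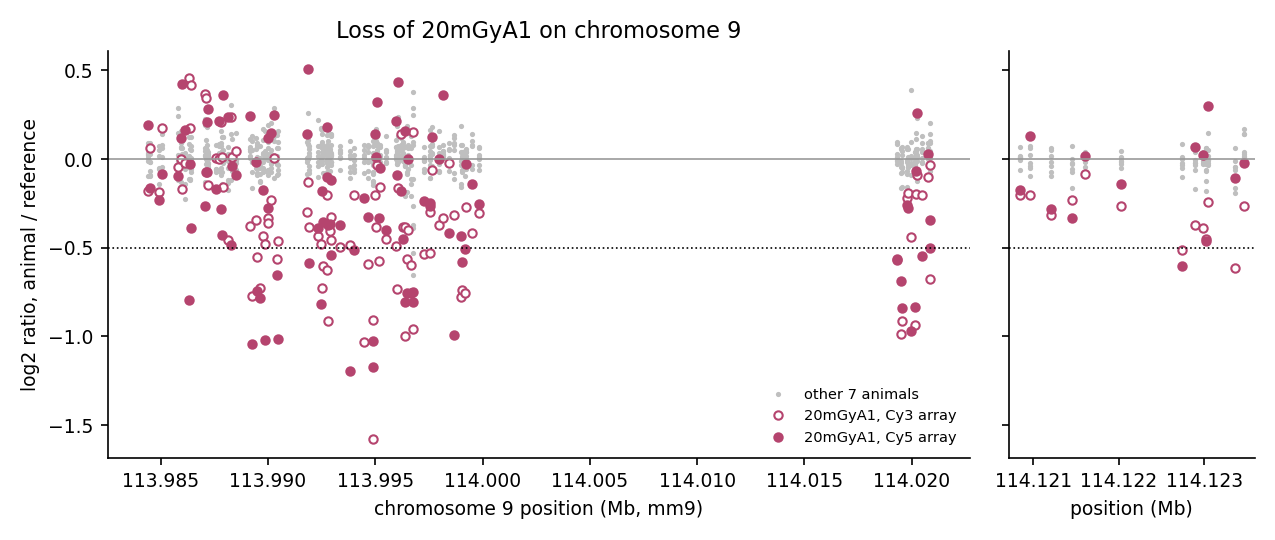
Log2 ratio of each probe against its chromosome 9 position (Mb, mm9) in 20mGyA1, with open circles for the Cy3 array and filled circles for the Cy5 array, and in the other 7 animals as grey points (mean of both arrays). The dotted line marks the threshold of -0.5; many but not all probes of 20mGyA1 lie below it in the stretch of 5 loss regions, where the animal averaged -0.41.

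The single de novo loss region of 20mGyA5 and that of 20mGyA6 were the same 2 probes on chromosome 5, from 137610850 to 137610931. Their mean log2 ratio was -0.94 in 20mGyA5 and -0.83 in 20mGyA6. The dam was at -0.56 there, with -0.67 and -0.44 in the 2 arrays, so that 1 array fell short of the threshold, and the sire was at -0.02. The de novo gain region of 20mGyA4 was on chromosome 7 from 127071068 to 127071180 and had 2 probes, with a mean of 0.86. The sire was at 0.29 there, in the same direction, and the dam was at 0.03. In this region 20mGyA1 was at 0.45, 20mGyA2 at -0.73, 20mGyA3 at -0.40, 20mGyA5 at -0.53 and 20mGyA6 at -0.20. The region was no longer called at a threshold of 0.6.

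To compare the offspring with the background in their parents, private regions were counted, formed from the positive probes with no such probe within 3 probes in any of the other 7 animals. A private region can therefore be a part of a longer region that another animal shares. The offspring had a mean of 43.2 private loss regions and the parents a mean of 3, a difference of 40.2. An exact two-sided permutation test over all 28 splits of the 8 animals gave p = 0.9643. The number of splits alone would allow a p of 0.0357, but these counts do not. 20mGyA2 held nearly all private loss regions, and every split that placed it among the parents gave a larger difference of the opposite sign. The test could therefore not give a small p here, and its p does not decide whether offspring and parents differed. The sire had 6 private loss regions, the dam 0, 20mGyA1 5, 20mGyA2 254 and the other offspring 0, so the difference came from 1 animal. The 6 of the sire included parts of its chromosome 4 loss, and 3 remained when regions were counted only if no probe of theirs was shared, which gave a difference of 41.7 (exact permutation p = 0.7857). The same limit holds for that p. Both parents lay on slide 1 and no offspring did, so slide and generation cannot be told apart in this comparison. With only the arrays with the animal in Cy3 the difference was reversed, at -85.3 (exact permutation p = 0.5357). No loss region and no gain region was called in all 8 animals.

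For the inherited regions, 13 regions (12 losses and 1 gain) were called in the sire and not in the dam, and 10 of them were called in at least 1 offspring. These 13 regions formed 4 stretches. The loss on chromosome 4 from 78452626 to 78509974 had a mean log2 ratio of -0.85 in the sire and -0.37 ± 0.035 (SD, n = 6) in the offspring, which all lay between -0.42 and -0.33, although parts of it passed the threshold only in 20mGyA2 and 20mGyA4. The loss on chromosome 11 from 70221029 to 70236438 had a mean of -0.62 in the sire, was called in 20mGyA2 to 20mGyA6 (-0.58 to -0.48) and was absent from 20mGyA1 (-0.01). The loss on chromosome 14 from 41055146 to 41056151 (-0.85 in the sire) was called in 20mGyA2, 20mGyA4, 20mGyA5 and 20mGyA6 and was near 0 in 20mGyA1 (0.00) and 20mGyA3 (0.04). The gain on chromosome 2 from 70079530 to 70086081 had a mean of 2.07 in the sire and 1.30 ± 0.18 (SD, n = 6) in the offspring, all of which were called. A further 4 regions were called in the dam and not in the sire. These were losses on chromosome 3 from 25416456 to 25433951 (-1.73), on chromosome 10 from 9789141 to 9789761 (-0.97) and on chromosome 11 from 59716757 to 59716844 (-1.17), and a gain on chromosome 18 from 35428246 to 35428306 (0.63). Each of the 4 was called in 20mGyA5 and 20mGyA6 and in no other offspring. The number of regions of 1 parent passed on moved most, to 694, with only the arrays with the animal in Cy3.

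**Figure D5:**
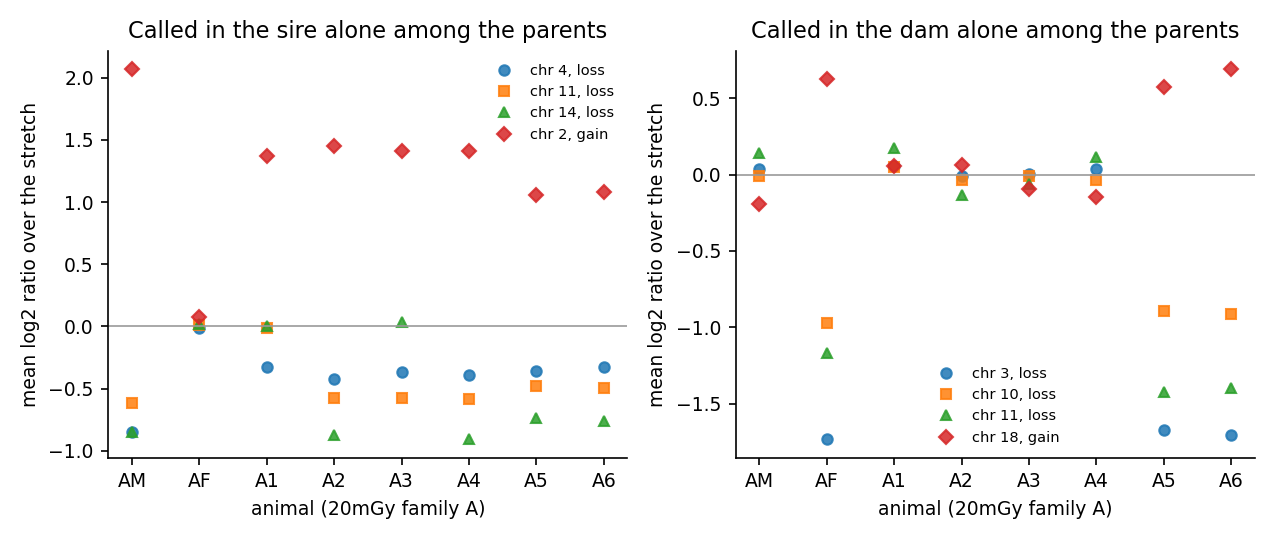
Mean log2 ratio in each animal over the stretches called in the sire and not in the dam (left) and in the dam and not in the sire (right), with 1 symbol per stretch. The offspring lie between -0.42 and -0.33 for the loss on chromosome 4 of the sire, and the changes of the dam appear only in 20mGyA5 and 20mGyA6.

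Probe by probe, the offspring were compared with the mean of the sire and the dam by limma. The sire and the dam were 1 animal each, so the spread came from the 6 offspring alone and both parents were assumed to vary like them. No autosomal probe of 170131 tested passed a Benjamini-Hochberg adjusted p of 0.05, and 8754 had an unadjusted p under 0.05. The sire and the dam shared slide 1, which held no offspring, so that slide and generation could not be separated by a fixed block, and limma with the slide as a random block also gave 0 probes. Against the dam alone limma called 6 probes, 3 lower and 3 higher in the offspring. With robust moderation and an intensity trend limma also called 6. In the same fit on simulated data with 200 changed probes, 92% of shifts of 1 on the log2 scale were recovered. Those shifts were placed in all 6 offspring and in neither parent. The comparison therefore says little about changes in 1 offspring or changes shared with a parent.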

Values the study reported

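The study reported that 7.1% of the F1 mice in its non-irradiated group (11 of 156) and 20.4% in its irradiated group (29 of 142) carried de novo deletions. For the offspring 20mGyA2 it listed 108 candidate deletions from array CGH, of which 22 were examined by qPCR and 11 were found by it. For 20mGyA1 it listed a deletion of 133,572 bp with 12 positive probes in the first array CGH. It gave more positive probes in the second array CGH, and listed this deletion among those also found by qPCR.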

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

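All tests of explanations in this part were chosen after the results were seen. Among 25 measures compared over the 6 offspring, 6 had an offspring far from the others, by the gap to the nearest of them relative to the whole range. Chance gives about 1 in 20 for measures chosen without regard to their values. That rate does not apply to all 25, because regions were measured where an offspring had been called, and several of the 6 rest on the same probes.

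20mGyA2 stood far above its siblings with 254 de novo loss regions, the same 254 as private regions, and 767 loss-positive probes. Noise of its arrays, although the highest in the family, has no sign and would give gain regions about as often, and 20mGyA2 had 0 de novo gain regions. Gains were recovered less often than losses in simulated data (32% of gains), but not so rarely as to leave none. Probes close to background are argued against as the whole source by the 120 regions left when only probes well above background were used. A sibling had at most 4 then. The count did drop, and after normexp correction it fell further, to 40, against 3 in 20mGyA1 and fewer in the other siblings. Much of the count thus depended on how background was handled. Removing the trend with reference signal and probe length left 226 regions, against at most 5 in a sibling. The slide is argued against by 20mGyA1, which shared it and had a median log2 ratio of 0.17 at the probes of these regions. A loss in 20mGyA2 alone, with the other animals at 2 copies, is argued against for the set as a whole. At these 724 probes, which were selected in 20mGyA2 and not in its siblings, 20mGyA3 had a median of -0.36, 20mGyA5 -0.33, 20mGyA6 -0.18 and 20mGyA4 0.24, and all 5 siblings lay outside the range of 1000 draws of probes matched in reference signal and length. The sire was at 0.03 and the dam at -0.02, which the selection for regions absent from the parents tends to keep near 0. The sire also lay outside its draws, whose highest was 0.0075, and the dam (-0.0181) lay at the edge of its own, whose lowest was -0.018. Lying outside the draws thus did not by itself set the siblings apart from the parents, but the medians of the siblings were further from 0. A graded difference between DNA samples at these loci could give these values. The depths of 20mGyA2, whose windows of 3 probes became steadily rarer towards lower ratios, cannot decide this. Of its regions, 137 had 2 positive probes, so a window of 3 probes there also holds a probe that was not called. The windows of 20mGyA1 fell in the same way, from 108 between -0.5 and -0.4 to 27 between -0.6 and -0.5 and 10 between -0.7 and -0.6. Of the windows of 20mGyA2 between -1.2 and -0.5, 28.8% lay below -0.8, against 50.3% in the sire and 36.4% in the dam. The share was 28% in 20mGyA6 and 4.88% to 20% in the other siblings, so it does not set 20mGyA2 apart from 20mGyA6. The probes concerned were dimmer in the reference (median log2 signal 8.30 against 9.69 for all autosomal probes) and longer (mean 59.0 against 55.6 nt). What would make DNA samples differ in this way (such as DNA quality or base composition) was not tested. Which of the 254 regions are true deletions stays open here. By qPCR the study found some of the candidates it examined in this animal and not others, as given above. True deletions in 20mGyA2 thus have evidence from outside these arrays. The regions were not matched to those candidates, because the study places them on another build. Any link with the exposure also stays open, since no unexposed family was analysed here.

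20mGyA4 had the only de novo gain region, 1 against 0 in each sibling, and a single region in 1 of 6 animals stands apart by construction. A graded difference between DNA samples at this locus is a candidate explanation, because 20mGyA2 was at -0.73 there and 4 of the 5 siblings lay outside the central 99% of their own windows of as many probes, on both sides of 0. The gain region lay within a de novo loss region of 20mGyA2, on chromosome 7 from 127070745 to 127071248. Over that longer region 20mGyA2 averaged -0.94 and 20mGyA4 0.41. This result is therefore not separate from the losses of 20mGyA2. With reference signal and probe length removed, 20mGyA4 had 0 de novo gain regions and 20mGyA1 had 3. The mean of the region in 20mGyA4 was then 0.96, so in that setting the call was lost and not the signal. After normexp correction the mean of the region in 20mGyA4 fell to 0.34, below the threshold of 0.5. With 2 probes and no call at a threshold of 0.6, a true gain in 20mGyA4 was neither shown nor excluded.

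20mGyA1 was far below its siblings in its largest de novo loss region on chromosome 9, at -0.66. Noise of single probes is argued against by the 53 probes of the stretch that were not called, which averaged -0.30 in this animal (SD 0.25 over probes) and between -0.01 and 0.09 in the other 7 animals. From these arrays alone, a deletion that arose in this animal stays a hypothesis from 1 animal. The study lists a de novo deletion of 20mGyA1 on chromosome 9 that it also found by qPCR. It gives the position in another build, and no coordinates were converted here. Any link of the loss with the exposure was not tested.

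20mGyA1 was also far above its siblings on chromosome 11, at -0.012, where the sire and the other 5 offspring were low. A sire with 1 altered copy, passed on to some offspring, is consistent with the shallowest of the called offspring lying at -0.48, nearer to the -0.62 of the sire than to the -0.28 expected at 0.5 of its loss. No technical explanation was tested for this difference.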

How the results depend on the processing

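Removal of the dye bias, removal of the trend with reference signal and probe length, exclusion of whole regions, and all alternatives for the inherited and named regions other than the largest were chosen after the data were seen. No paired analysis was possible because the sire and the dam are 1 animal each and share fewer than 2 numbers with the offspring.

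The 261 de novo loss regions stayed within 1.5 times under 15 of 23 alternatives. Among these, the deposited log ratios, the series values and the uncentred ratios are nearly the same data, and each gave 258. The total was 88 at a threshold of 0.8, 47 after normexp, 126 with only probes well above background, 494 from the mean of both arrays, 5791 with the animal in Cy5 only, 594 in Cy3 only, 120 with at least 3 probes and 25 with at least 5. Leaving out 1 offspring gave 7 (without 20mGyA2) to 261. The share of the offspring with most was 85.1% after normexp, 81.6% from the mean of both arrays, 47.3% in Cy5 only and 57.2% in Cy3 only, and leaving out 1 offspring gave 71.4% (without 20mGyA2) to 99.2%. 20mGyA2 had the most loss regions under every alternative that included it.

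The 1 de novo gain region became 3 against the sire only, 10 against the dam only, 0 when the mean of both parents had to lie within 0.25, 6 at a threshold of 0.4, 0 at 0.6 and at 0.8, 0 after normexp, 0 with only probes well above background, 8 from the mean of both arrays, 360 in Cy5 only, 1126 in Cy3 only, 0 with at least 3 or at least 5 probes, 3 with the dye bias removed (2 in 20mGyA1 and 1 in 20mGyA4) and 3 with reference signal and probe length removed (all in 20mGyA1; the region of 20mGyA4 was not called, although its mean was then 0.96). Leaving out 1 offspring gave 0 (without 20mGyA4) to 1.

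The private loss regions of offspring minus parents reversed to -85.3 in Cy3 only. The exact permutation p ranged from 0.5357 to 1 over the 20 alternatives, so neither direction was shown. At the main setting the counts did not allow a small p, so that p does not argue against a difference. Loss regions shared by all 8 animals rose from 0 to 1 in Cy3 only, and shared gain regions from 0 to 2 in Cy5 only and 2 in Cy3 only. The mean number of positive probes per animal was 69.5 at 0.8, 76.1 after normexp, 99.1 with only probes well above background, 302.2 from the mean of both arrays, 2768 in Cy5 only, 1774 in Cy3 only and 90.2 with at least 5 probes. Regions of 1 parent passed on numbered 4 at 0.8, 557 in Cy5 only, 694 in Cy3 only and 28 with a neighbour within 1 probe. Larger regions lower counts by construction, and single arrays lack the check of the other dye. A stricter threshold also removes calls in the parents, and at 0.8 the de novo loss regions rose from 0 to 1 in 20mGyA3, from 0 to 1 in 20mGyA4 and from 1 to 2 in 20mGyA6. For the other changes the cause was not tested.

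The sex-linked difference of dam minus sire was 0.63 after normexp and 0.87 to 0.90 under the alternatives that a narrower spread would also have counted as moved. The array noise was 0.16 with the dye bias removed. The mean of the largest de novo loss region was -0.49 after normexp. Of 79 values for the other named regions, 76 moved by less than their SD over probes and none changed sign. This share overstates stability. Removal of the dye bias cannot change a mean of both arrays. The deposited log ratios, the series values and the uncentred ratios gave equal values. After normexp the chromosome 8 region of 20mGyA2 went from -1.17 to -0.50, and its chromosome 4 region from -0.95 to -0.55. Both stayed within a wide SD.

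The limma comparison, with 0 probes, gave 1 in Cy3 only, 1 with 16 arrays and the animal as a random block, 1 against the sire only, 6 against the dam only, 6 with robust moderation and a trend, and 2 without centring. Leaving out each offspring gave 0 every time. In all these fits each parent is 1 animal and is assumed to vary like the offspring. Signal over background limits the dimmest probes, and 126 de novo loss regions were left without probes that were not well above it.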

Other observations

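All tests in this part were chosen after the results were seen.

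The autosomal regions altered in the dam, 20mGyA5 and 20mGyA6 together came as a set. Independent inheritance from the dam is argued against, because it would give all 4 regions on different chromosomes the carriers of the first with a chance of 3.81e-06, at a transmission of 0.5 per offspring. Sequence shared with a sex chromosome is consistent with the set, since all 4 regions were carried by exactly the offspring with raised X-linked and lowered Y-linked ratios. No sequence was compared, so this stays a hypothesis. The loss on chromosome 5 counted as de novo in 20mGyA5 and 20mGyA6 may belong with them, because the dam was at -0.56 there and only 7 of 10000 of its own windows were as low.

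The loss of the sire on chromosome 4 passed the threshold in few offspring, but the 6 offspring averaged -0.37 against -0.36 predicted for a sire with 2 altered copies and each offspring with 1. For the gain of the sire on chromosome 2 they averaged 1.30 ± 0.18 against 1.38 predicted in the same way. Both would follow from a sire that carried 2 altered copies, which no other data here tested. The depth of the sire does not tell 2 altered copies from 1. Its losses on chromosomes 4 and 14 were equally deep (-0.85 each), and the offspring called on chromosome 14 lay between -0.91 and -0.74. If all 6 offspring inherited the chromosome 4 loss, the threshold of 0.5 misses inherited losses this shallow.

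The arrays of each dye swap correlated negatively. A dye bias of each probe, shared by all animals, is consistent with this, since the difference between dyes correlated across probes in all 28 pairs of animals (Pearson's r from 0.64 to 0.87), and a call in 1 dye alone cannot be read as copy number.

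The stretch of 20mGyA1 on chromosome 9 was called as 5 regions. Smaller ratios on bright probes are a candidate explanation, since the ratio rose with the reference signal across its 67 probes (Pearson's r = 0.69). The dimmest 23 probes averaged -0.66 and the brightest 23 averaged -0.14. The same relation held in the losses of the sire on chromosome 4 (r = 0.71) and chromosome 11 (r = 0.77) but not in the loss of the dam on chromosome 3 (r = 0.00). Probes are not independent replicates.

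The number of de novo loss regions of 20mGyA2 was 254. That is higher than the value quoted from the study above, which also required a positive probe in a first screening. The stretch of 20mGyA1 on chromosome 9 was 30353 bp long. That is shorter than the value quoted from the study above. It covers called regions only, and the array did not resolve its end. The next probe cluster averaged -0.22 against -0.02 to 0.00 in the other animals, and the span to its end, an extent chosen after the quoted value was known, was 134283 bp. That is close to the value quoted from the study above.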
